A study of Mus musculus with 2 samples. Its data were reported in "Targeting Tumor Heterogeneity by Breaking a Stem Cell and Epithelial Niche Interaction Loop" (2024).

How the data were processed

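Single cells from mouse mammary transplants were profiled by droplet-based RNA sequencing with unique molecular identifiers (UMIs). The basal and luminal donor cells both carried the mTmG reporter, which makes Tdtomato before Cre recombination and GFP after it. The basal cells were exposed to an adenovirus that carried Cre and GFP. They were mixed with wild-type luminal cells that had not met Cre, which by design kept Tdtomato, and placed in cleared fat pads of nude mice. Per the study, the grafted cells were later dissected out and purified by cell sorting before sequencing. Shares of cells thus describe sorted cells and need not give the make-up of the graft. The 2 libraries differed in the donor basal cells: those of the Ctrl library had intact Fgfr2, and those of the Fgfr2 KO library carried the allele deleted by Cre. Each group had 1 library, so no test between groups was possible, and no p-value or standard error is given.

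The deposited values were raw UMI counts per gene and cell. Per the study's methods, the authors made these counts with Cell Ranger and joined both libraries with its aggregation step, which by default thins reads to a like depth per cell; whether that default was used was not stated. The genome build and annotation behind the single-cell counts were not stated either. The table had 28000 rows, of which 27998 were genes and 2 were the reporters GFP and Tdtomato. It was not yet filtered for immune cells. Of the gene symbols, 95.2% occurred in GENCODE M21 (GRCm38), the annotation used here for gene positions only. Every column was assigned to a library by its prefix, and no barcode occurred in both libraries.

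The Ctrl library had 268 cells and 5458515 UMIs, and the Fgfr2 KO library had 86 cells and 1253032 UMIs. A cell with at least 1 UMI of Ptprc, the gene of CD45, was taken as CD45-positive and left out of the comparisons of epithelial cells, because the study filtered on CD45 without stating a threshold. No other cells were left out. Doublets were kept. Scrublet called 3 of 268 Ctrl cells and 2 of 86 Fgfr2 KO cells, and their removal was tried as an alternative.

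CD45-negative cells of both libraries were scaled to 10000 UMIs per cell and transformed with log1p. The 2000 most variable genes gave 20 principal components, 10 nearest neighbours and Leiden clusters at resolution 1.0 with seed 0. Fgfr2, Bmp7, Inhba, the reporters and the lists of ligand and receptor, FGF target, BMP target and cell cycle genes were left out beforehand. The stress and interferon lists and the genes named by the rule below were not left out, so the clusters can partly rest on them. Clusters were named from 9 marker lists fixed before the data were examined, of which the basal list had 11 genes and the luminal list had 17. The scoring rule was set after the data were examined. A cluster took the name of the list with the highest mean difference of log values, if at least 3 of its markers were up at least 1.5-fold, more than for any other list, and if no other list had more markers among the cluster's 10 leading genes. The remaining clusters were left unnamed, and their share per group is given. Such rebuilt names can differ from those of the study.

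For each cell type and library, UMIs were summed over cells and divided by all UMIs of those cells to give counts per 1000000 UMIs (CPM), with exact Poisson 95% intervals. Ratios of Fgfr2 KO over Ctrl have exact conditional binomial 95% intervals, and shares of cells have exact Clopper-Pearson 95% intervals. All of these cover counting error only, not the spread between animals or between cells. Where 1 library had 0 UMIs, the ratio is a bound at a floor of 3 counts over the group, and no ratio is given where both sides lay at or under that floor. This bound leaves out the counting error of the other side. For a list of genes, the median log2 ratio is given with a 95% interval from 1000 Poisson simulations and its percentile among 10000 random lists of the same size matched on mean expression (within 100 ranks). Genes with 0 UMIs in 1 library entered that median at their bound. For shares of cells with a UMI, cells were also thinned to 8235 UMIs (basal-like) or 10027 UMIs (luminal-like), the 10th percentile, and shallower cells were left out.

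The lists were fixed before the data were examined, except for 14 stress genes, chosen after Jun had been seen, and 22 interferon-induced genes, chosen after the named genes had been seen. The minimum of 10 GFP UMIs for a GFP-high cell and the limit of 25% mitochondrial UMIs were also set after the data were examined. Genes named beyond the lists followed a fixed rule. Among genes with at least 20 UMIs, detected in at least 3 cells of the library where they were higher and with no cell giving over 50% of that library's UMIs, these were the 5 genes per direction and cell type whose interval lay farthest from no change. Igfbp5, Cxcl10, Slpi and Csn3 also met this rule but are reported without values, because they were among the leading genes of a cluster; this exception was made after their values had been seen.

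The interval step was tested on simulated counts with 200 genes changed by known folds. The counts were drawn from Poisson distributions, which the intervals assume, without spread between cells or animals. The test thus checks the calculation only, and its rates do not carry over to the real counts. The intervals held the true ratio for 96.8% of 5303 genes in the basal-like comparison and 96.9% of 6455 genes in the luminal-like comparison. Of the changed genes, 98.5% and 98% had the right direction, in that order, and 67.5% and 69% had an interval that excluded no change. So did 3.21% and 3.15% of the unchanged genes.

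Alternatives covered other immune filters, Leiden resolutions of 0.5 and 2.0, hierarchical clustering of the cells on the markers into 2 branches, a keratin rule per cell (Krt14 and Krt5 against Krt8 and Krt18), cells with at least 500 genes and under 10% mitochondrial UMIs, removal of doublets, other scalings, equal weight per cell, thinned cells and removal of the cell with most UMIs of a gene or list in each library. Inference of cell-cell communication was not analysed here. The work used Python 3.11.15, scanpy 1.11.5, anndata 0.12.19, leidenalg 0.10.2, scikit-learn 1.9.0, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9.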

Results

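To ask how loss of Fgfr2 in basal cells changes regenerating mammary epithelium, single cells were recovered from transplants in which basal cells with or without Fgfr2 had been combined with wild-type luminal cells. The Ctrl library had 268 cells with a median of 16301 UMIs and 3460.5 genes per cell. The Fgfr2 KO library had 86 cells with a median of 10485 UMIs and 2398.5 genes. Each group had 1 library and so no replicates, and every interval below covers counting error only. The transplants had been built to carry GFP in basal cells exposed to Cre and Tdtomato in luminal cells, and both reporters had UMIs in the table.

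The first question was how many of the cells came from the host's immune system. Cells with at least 1 Ptprc UMI made up 27.2% of the Ctrl library (73 of 268, 95% interval 22.0 to 33.0%) and 26.7% of the Fgfr2 KO library (23 of 86, 17.8 to 37.4%). These shares differed by less than their intervals. They depended on the definition: cells in immune-like clusters, found without a filter, made up 29.9% of Ctrl and 39.5% of Fgfr2 KO cells. Without the CD45-positive cells, 195 Ctrl and 63 Fgfr2 KO cells remained, with medians of 18173 and 13630 UMIs. Cells with over 25% mitochondrial UMIs were 3 of 195 in Ctrl (1.54%, 0.318 to 4.43%) and 6 of 63 in Fgfr2 KO (9.52%, 3.58 to 19.6%).

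To find the epithelial types, the CD45-negative cells were clustered and named by marker genes. Clusters 0 and 6 were basal-like, with Acta2, Krt14 and Krt5 among the 10 leading genes of both. Clusters 2, 8 and 9 were luminal-like. Krt8, Krt18 and Krt19 were among the leading genes of clusters 2 and 8, while cluster 9 was led by Nupr1, AW112010 and Crip1 and rested on 5 luminal markers outside its leading genes. Cluster 4 was immune-like despite the filter (Ctss, Lyz2, Tyrobp) and cluster 7 was fibroblast-like (Col3a1, Col1a2, Dcn). Clusters 1, 3 and 5 stayed unnamed. Cluster 1 was led by Hmgb2, Stmn1 and H2afz, cluster 3 by Vim and Lgals1, and cluster 5 by Lgals7 and Cst3.

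Basal-like cells made up 25.1% of CD45-negative Ctrl cells (49 of 195, 19.2 to 31.8%) and 22.2% of Fgfr2 KO cells (14 of 63, 12.7 to 34.5%). Luminal-like cells made up 25.6% in Ctrl (50 of 195, 19.7 to 32.4%) and 12.7% in Fgfr2 KO (8 of 63, 5.65 to 23.5%), with overlapping intervals. Unnamed clusters held 37.4% of Ctrl cells (30.6 to 44.6%) and 42.9% of Fgfr2 KO cells (30.5 to 56.0%). By cluster, in Ctrl and Fgfr2 KO, these were 11.8% (7.63 to 17.2%) and 34.9% (23.3 to 48.0%) for cluster 1, 13.8% (9.33 to 19.5%) and 3.17% (0.387 to 11%) for cluster 3, and 11.8% (7.63 to 17.2%) and 4.76% (0.993 to 13.3%) for cluster 5. Hmgb2, Stmn1 and H2afz had been left out of the clustering, but other leading genes of cluster 1 had not. The keratin rule per cell moved the luminal shares most, to 60.0% in Ctrl and 49.2% in Fgfr2 KO. With cells of at least 500 genes and under 10% mitochondrial UMIs, the order of the libraries changed. The luminal-like share was then 36.7% in Ctrl and 41.8% in Fgfr2 KO, with 23 Fgfr2 KO cells in place of 8. Since genes that led some of these clusters also differed between the libraries, the shares describe the 2 libraries and not a change in cell types.

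**Figure D1:**
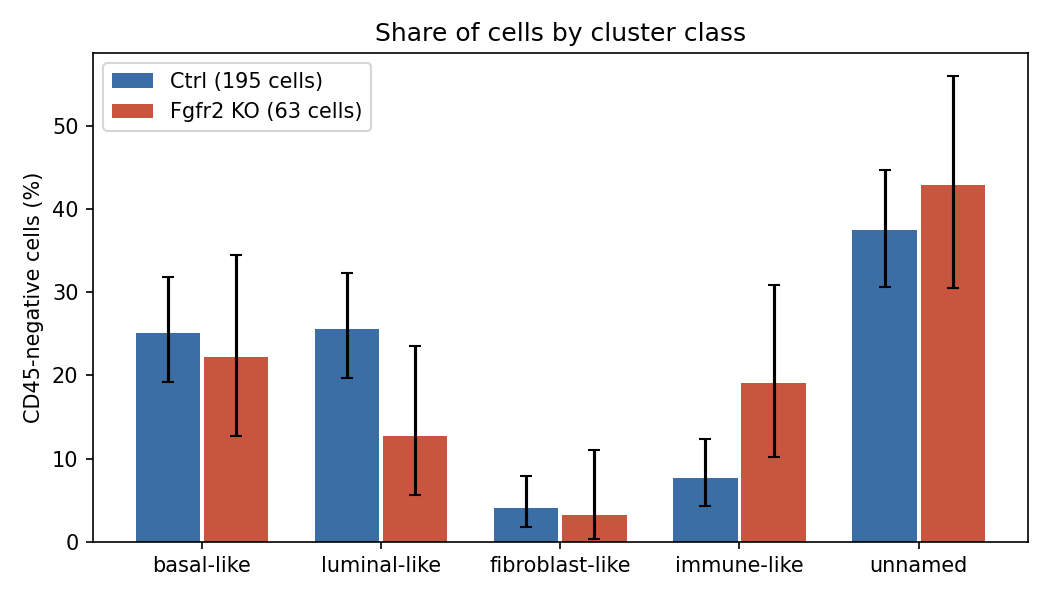
Share of CD45-negative cells (percent, bars from 0) in each cluster class for the Ctrl library (195 cells) and the Fgfr2 KO library (63 cells), with exact 95% counting intervals. The intervals of the 2 libraries overlap for all 5 classes.

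Fgfr2 itself was examined first, as the deleted gene. The annotation places it on chromosome 7 from 130162451 to 133123350 (GRCm38), on the minus strand, as a protein-coding gene. In basal-like cells it had 33 UMIs in Ctrl (38.5 CPM, 26.5 to 54.0) and 3 UMIs in Fgfr2 KO (15.8 CPM, 3.25 to 46.1). The log2 ratio was -1.28 (-3.63 to 0.39), so a decrease was not detectable at this depth. The deletion can also leave transcript from the remaining exons, so Fgfr2 UMIs are no direct measure of it. The ratio was below 0 in all 14 alternatives, from -1.72 to -0.42. Fgfr2 was detected in 20 of 49 Ctrl basal-like cells (40.8%, 27.0 to 55.8%) and 3 of 14 Fgfr2 KO cells (21.4%, 4.66 to 50.8%), at medians of 14338 and 15652 UMIs. Thinned to 8235 UMIs, which left out 3 Ctrl and 4 Fgfr2 KO cells, the shares were 23.9% (12.6 to 38.8%) and 10% (0.253 to 44.5%). As background, 5 of 73 CD45-positive Ctrl cells had an Fgfr2 UMI (6.85%, median 12228 UMIs). In Fgfr2 KO it was 1 of 23 CD45-positive cells (4.35%, median 6729 UMIs), and this cell, with 83994 UMIs, a single Ptprc UMI and 607 UMIs of Krt8 and Krt18, held all 21 Fgfr2 UMIs.

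By design the luminal donor cells had not been exposed to Cre. Yet 2 of the 50 Ctrl and 3 of the 8 Fgfr2 KO luminal-like cells were GFP-high, with at least 10 GFP UMIs. The luminal-like class, here and for the genes below, may thus hold cells that met the virus or came from such cells. In luminal-like cells Fgfr2 reached 76.8 CPM in Ctrl (89 UMIs, 61.6 to 94.5) and 95.2 CPM in Fgfr2 KO (20 UMIs, 58.1 to 147). The log2 ratio was 0.31 (-0.47 to 1.02). Thinned to 10027 UMIs, 18 of 44 Ctrl cells (40.9%) and 3 of 8 Fgfr2 KO cells (37.5%) had an Fgfr2 UMI, against 60% and 87.5% unthinned.

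Next, Bmp7 in basal-like cells and Inhba in luminal-like cells were compared, the signals through which the study linked the types. Bmp7 lies on chromosome 2 from 172868012 to 172940321 (minus strand) and Inhba on chromosome 13 from 16011851 to 16031621 (plus strand), both protein-coding. Bmp7 in basal-like cells had 40 UMIs in Ctrl (46.6 CPM, 33.3 to 63.5) and 10 UMIs in Fgfr2 KO (52.6 CPM, 25.2 to 96.7), a log2 ratio of 0.17 (-0.99 to 1.20). No difference was detectable, and the sign was that of the main setting in 10 of 14 alternatives, which ranged from -0.57 to 0.33. A Bmp7 UMI was found in 29 of 49 Ctrl (59.2%) and 7 of 14 Fgfr2 KO (50%) basal-like cells, and after thinning in 11 of 46 (23.9%) and 3 of 10 (30%). In CD45-positive cells it was 4 of 73 (5.48%) and 0 of 23.

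Inhba in luminal-like cells was 128 CPM in Ctrl (149 UMIs, 109 to 151) and 61.9 CPM in Fgfr2 KO (13 UMIs, 32.9 to 106). The log2 ratio was -1.05 (-2.0 to -0.24), lower in Fgfr2 KO beyond counting error. It stayed below 0 in all 14 alternatives, from -4.40 at Leiden resolution 0.5 to -0.44 with 2 branches. The clusters went opposite ways. Cluster 2 fell from 132 CPM (119 UMIs) to 7.73 CPM (1 UMI in 4 cells), a log2 ratio of -4.10 (-9.41 to -1.59), and cluster 9 had 27 UMIs in Ctrl and 0 in its single Fgfr2 KO cell. Cluster 8 rose from 26.8 CPM (3 UMIs) to 205 CPM (12 UMIs in 3 cells), a ratio of 2.94 (1.05 to 5.40). The decrease was thus not shared by cluster 8. An Inhba UMI was found in 28 of 50 Ctrl cells (56%) and 4 of 8 Fgfr2 KO cells (50%), and after thinning in 36.4% of 44 and 25% of 8 cells. In CD45-positive cells the shares were 15 of 73 (20.5%) in Ctrl and 0 of 23 in Fgfr2 KO. In basal-like cells Inhba had 16 UMIs in Ctrl and 0 in Fgfr2 KO, at least 1.18-fold lower at the floor of 3 counts, a bound that the counting error of Ctrl does not separate from no change. The share of Ctrl basal-like cells with a UMI was 22.4% (median 14338 UMIs). CD45-positive Ctrl cells had more Inhba per UMI, 52.1 CPM (40.2 to 66.4) against 18.6 CPM (10.7 to 30.3), so they give no measure of background for this gene.

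**Figure D2:**
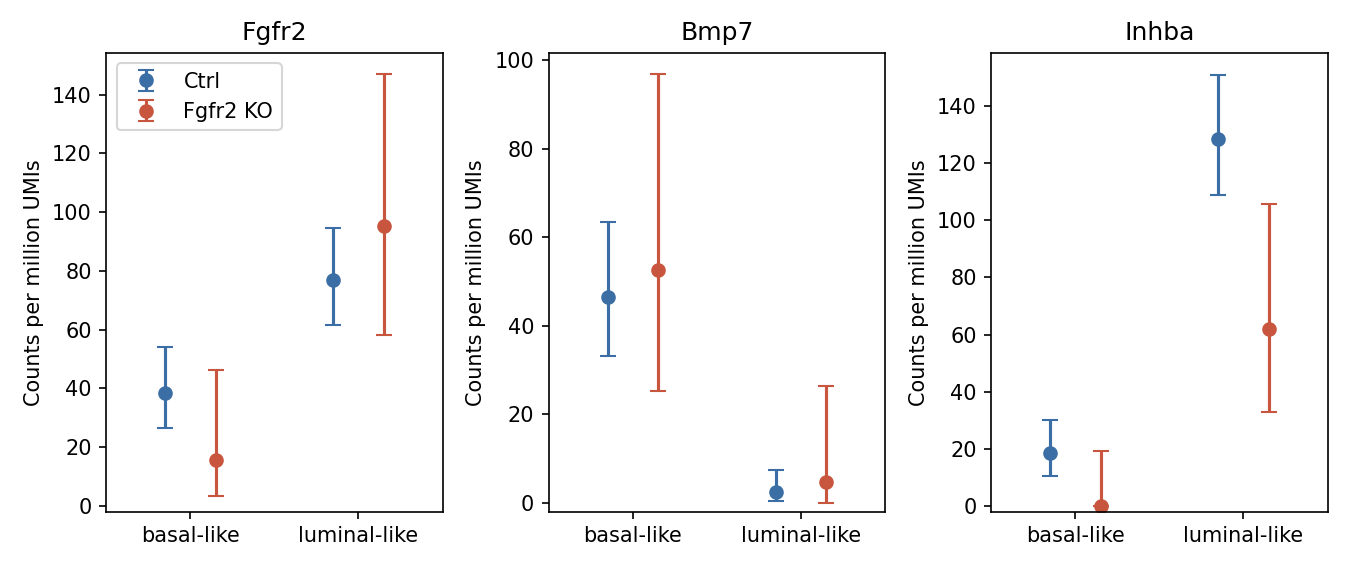
Counts per 1000000 UMIs (CPM) of Fgfr2, Bmp7 and Inhba in basal-like and luminal-like cells of the Ctrl and Fgfr2 KO libraries (points), with exact Poisson 95% intervals (lines). Inhba in luminal-like cells is lower in Fgfr2 KO (61.9 against 128), while the Bmp7 intervals in basal-like cells overlap (52.6 against 46.6).

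Within each library, the types were then set against each other. In Ctrl, Bmp7 was higher in basal-like than in luminal-like cells, with a log2 ratio of 4.17 (2.52 to 6.51) that rested on 3 luminal UMIs, and Inhba was lower (-2.78, -3.63 to -2.04). Both of these signs changed without a Ptprc filter, to -0.31 for Bmp7 and 0.83 for Inhba, and with immune-like clusters removed in its place. Fgfr2 was lower in basal-like than in luminal-like cells of Ctrl (-1.0, -1.62 to -0.41). In Fgfr2 KO, the ratios were 3.47 for Bmp7 (0.65 to 8.91, on 1 luminal UMI) and -2.59 for Fgfr2 (-4.99 to -0.84). Inhba, at 0 in basal-like cells there, was at least 3.92-fold lower than in luminal-like cells, and changed sign at Leiden resolution 0.5.

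To ask whether other ligands and receptors differed, 14 genes of the pairs shown by the study, with Fgfr1, were compared. Their median log2 ratio was -0.19 in basal-like cells (13 genes with a ratio, -0.56 to 0.28) and -0.07 in luminal-like cells (11 genes, -0.65 to 0.16), at percentiles 35.2 and 45.2 of matched random lists. The summed UMIs of the list in luminal-like cells fell by 0.50 on the log2 scale (-0.77 to -0.25). The intervals of 2 genes excluded no change, both in luminal-like cells. Tnf was 191 CPM in Ctrl (221 UMIs, 166 to 217) and 28.5 CPM in Fgfr2 KO (6 UMIs, 10.5 to 62.1), a log2 ratio of -2.74 (-4.20 to -1.59). Lsr was 189 CPM in Ctrl (219 UMIs) and 80.9 CPM in Fgfr2 KO (17 UMIs), a ratio of -1.22 (-2.03 to -0.51). Both were below 0 in all 14 alternatives, Tnf weakest under the keratin rule (-0.92). Fgfr1, a candidate substitute of Fgfr2, had ratios of 0.50 in basal-like cells (-0.15 to 1.10) and 0.11 in luminal-like cells (-0.56 to 0.72), neither separable from no change.

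**Figure D3:**
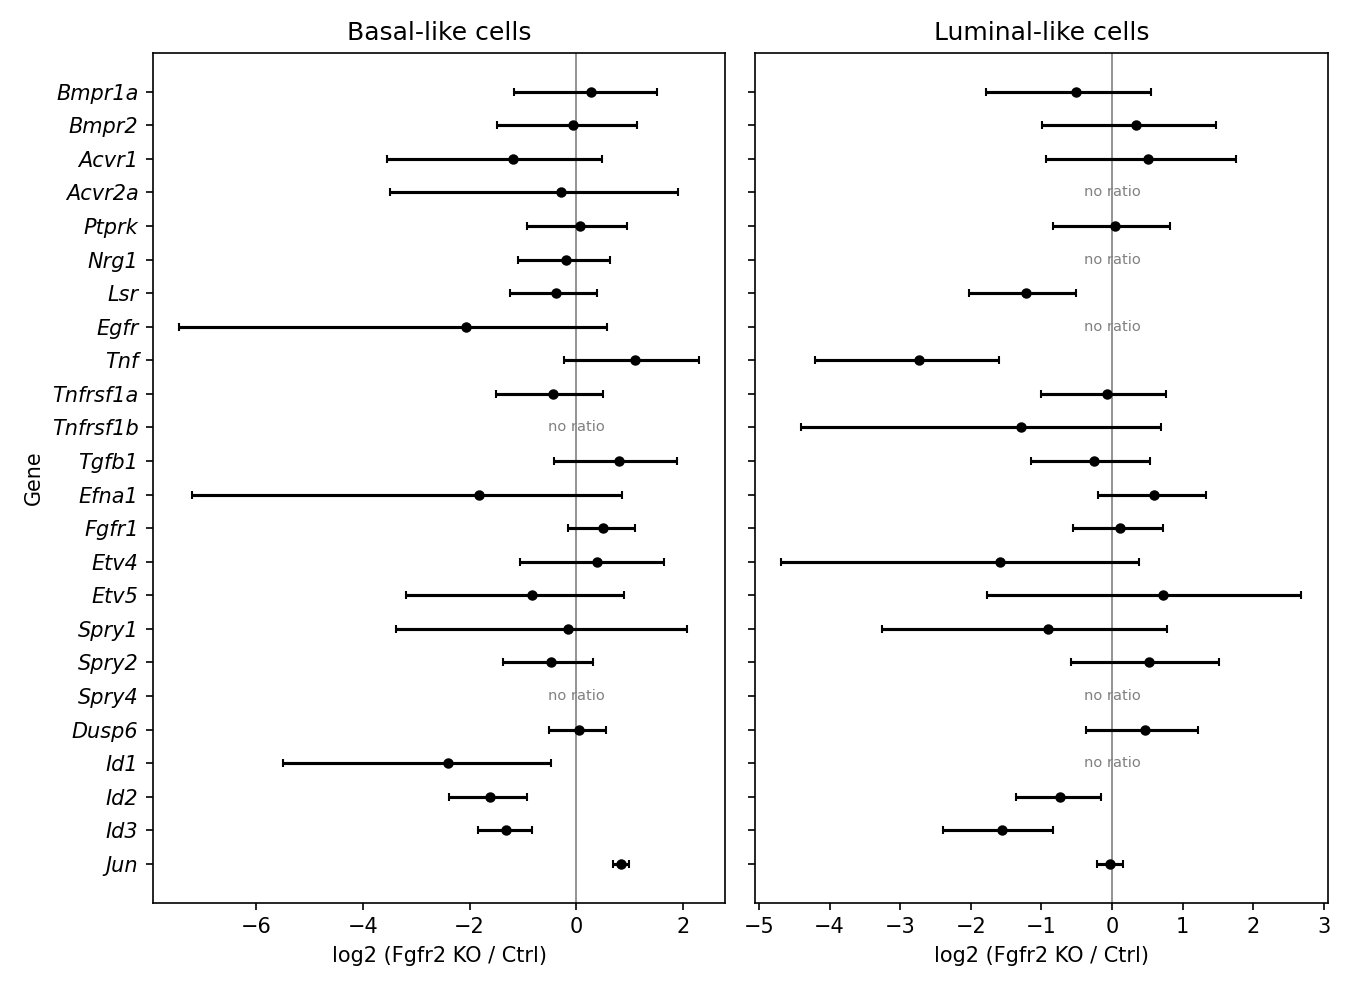
Log2 ratio of Fgfr2 KO over Ctrl for ligand, receptor, FGF target and BMP target genes in basal-like cells (left) and luminal-like cells (right), with 95% counting intervals. Genes marked "no ratio" had too few UMIs for one; in luminal-like cells Tnf, Lsr, Id2 and Id3 lie below 0, and in basal-like cells Id1, Id2 and Id3 lie below 0 and Jun above it.

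Target genes were used to read FGF and BMP signalling. The 6 FGF target genes had a median log2 ratio of -0.15 in basal-like cells (-1.0 to 0.40) and 0.46 in luminal-like cells (-1.04 to 0.76), at percentiles 43.4 and 84.2, with 5 of the 6 genes giving a ratio in each type. These medians kept their sign in 11 of 14 alternatives in basal-like cells (-0.89 to 0.18) and in 6 of 14 in luminal-like cells (-0.58 to 0.59). The 4 BMP target genes had a median of -1.46 in basal-like cells (-1.87 to -1.0), below all 10000 random lists. The sum of their UMIs went the other way, 0.37 (0.23 to 0.50), because Jun held 520 of the 577 Fgfr2 KO UMIs. Id1 was at -2.41 (-5.50 to -0.48, on 2 Fgfr2 KO UMIs), Id2 at -1.61 (-2.39 to -0.92), Id3 at -1.31 (-1.84 to -0.83) and Jun at 0.84 (0.69 to 0.99). For Id3, 34 of the 37 Fgfr2 KO UMIs came from a single cell; without the top cell of each library the ratio was -4.39. In luminal-like cells the BMP median, over 3 of the 4 genes, was -0.74 (-1.34 to -0.19, percentile 3.84), with Id2 at -0.74 and Id3 at -1.56. The BMP medians changed sign with 2 branches in basal-like cells (0.03) and with filtered cells in luminal-like cells (0.28).

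To compare proliferation, 30 cell cycle genes were examined. They had been left out of the clustering. In luminal-like cells their median log2 ratio was -0.86 (-1.24 to -0.65), at percentile 0.01, with 26 of 27 genes lower in Fgfr2 KO and 7 genes at their bound. The median fell on 1 of these, Ccnb2 (30 UMIs in Ctrl, 0 in Fgfr2 KO). Summed, they were 2151 CPM in Ctrl (2494 UMIs) and 966 CPM in Fgfr2 KO (203 UMIs). In basal-like cells the median was -1.10 (-1.24 to -0.75), below all 10000 random lists, with 8 genes at their bound. It ranged from -1.08 to 0.093 over 14 alternatives, left its interval in 7 of them and changed sign at Leiden resolution 0.5. In luminal-like cells the direction changed under the keratin rule (0.14) and with 2 branches (0.36). The median share of UMIs per basal-like cell was close, 0.0743% in Fgfr2 KO and 0.0769% in Ctrl. In the basal-like cluster 0 it was 0.0720% and 0.0698%, in that order. In luminal-like cells it was 0.0930% and 0.133%. In the unnamed clusters the genes summed to 5063 CPM in Ctrl and 5125 CPM in Fgfr2 KO, a log2 ratio of 0.02 (-0.05 to 0.08). By cluster it was -0.41 in cluster 1 (7233 to 5452 CPM, -0.49 to -0.33), -0.61 in cluster 5 (-0.79 to -0.43) and 1.02 in cluster 3 (2463 to 4988 CPM, 0.88 to 1.15). These rested on 22, 3 and 2 Fgfr2 KO cells, in that order. Median shares per cell in Fgfr2 KO and Ctrl were 0.182% and 0.706% in cluster 1 and 0.235% and 0.230% in cluster 5. In cluster 3 they were 0.374% and 0.146%.

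**Figure D4:**
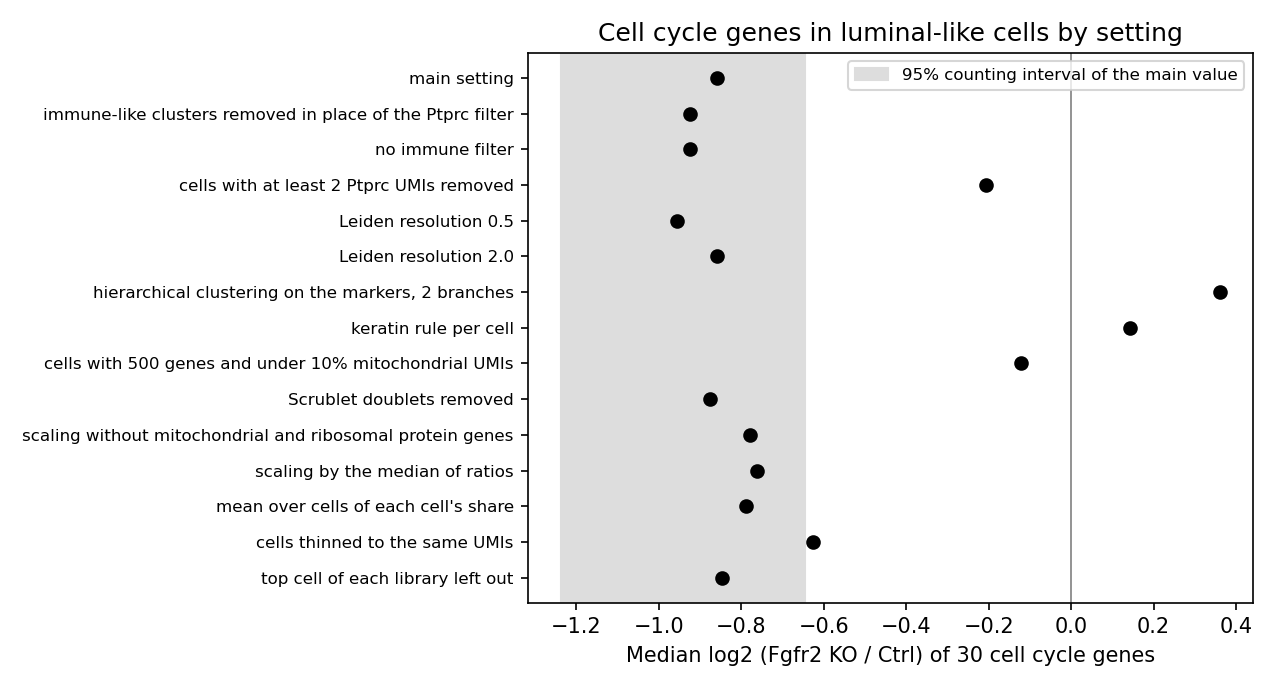
Median log2 ratio of Fgfr2 KO over Ctrl of 30 cell cycle genes in luminal-like cells under each setting (points), with the 95% counting interval of the main setting shaded. The median lies between -0.96 and -0.12 in 12 of 14 alternatives and above 0 with 2 branches (0.36) and under the keratin rule (0.14).

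Across all genes with at least 20 UMIs (5303 in basal-like and 6455 in luminal-like cells), those farthest from no change were named by the fixed rule. In basal-like cells Hspa1a (2.23, 1.92 to 2.54), Rpl36-ps3 (2.06, 1.69 to 2.43), Apoc1 (1.81, 1.40 to 2.23) and Fosb (1.71, 1.37 to 2.04) were higher in Fgfr2 KO on the log2 scale. Gbp2b had 220 UMIs in Ctrl and 0 in Fgfr2 KO, at least 16.2-fold lower. Cxcl9 (-5.33, -8.38 to -3.47) and Ubd (-5.20, -10.51 to -2.70) were also lower, on 2 and 1 Fgfr2 KO UMIs. In luminal-like cells Rpl36-ps3 (2.09, 1.76 to 2.42), Hspa1a (2.09, 1.61 to 2.57), Nr4a1 (2.01, 1.58 to 2.44), Hspa1b (1.98, 1.38 to 2.57) and AY036118 (1.78, 1.48 to 2.09) were higher. Calcb had 166 UMIs in Ctrl and 0 in Fgfr2 KO, and Cxcl9 (-5.48), Ubd (-3.70) and Stmn2 (-4.94) were lower. Over the 14 alternatives Cxcl9 ranged from -6.67 to -0.39 in luminal-like and from -6.08 to -1.35 in basal-like cells, and Stmn2 changed direction under the keratin rule. Rpl36-ps3 is annotated as a processed pseudogene and can share reads with Rpl36, so its counts are uncertain.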

Values the study reported

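The study reported that 157 cells of the control sample and 33 cells of the experimental sample remained after immune cells had been filtered out by CD45.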

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

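Of the tests in this part, the gap in GFP, the Tdtomato ratios of the GFP-high cells and of the Fgfr2 KO basal-like cells, the count of GFP-high basal-like cells and the keratins of the GFP-high cells outside basal-like clusters were chosen only after the results were seen, as was the minimum of 10 GFP UMIs; the stress list was chosen after Jun had been seen.

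The reporters entered none of the comparisons, yet a few CD45-negative cells stood out by GFP. In Ctrl, 2.56% of CD45-negative cells (5 of 195, 0.838 to 5.88%) were GFP-high, and in Fgfr2 KO 12.7% (8 of 63, 5.65 to 23.5%), with slightly overlapping intervals. The 13 cells had 19 to 276 GFP UMIs, and all others had at most 5. GFP RNA free in the droplets would leave no such gap: the highest rate among the other 341 cells was 3.64 per 10000 UMIs, against 6.07 in the lowest GFP-high cell. Recombined reporter cells would have lost Tdtomato, and its level per UMI in the GFP-high cells was 0.364 times that in the other basal-like, luminal-like and unnamed cells (0.098 to 0.948). The adenovirus carried GFP as well, so both sources of GFP stay open.

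GFP had been meant to mark basal cells, but of the 13 GFP-high cells only 2 lay in basal-like clusters. Among luminal-like cells, 2 of 50 in Ctrl and 3 of 8 in Fgfr2 KO were GFP-high. Basal cells misplaced by the clustering would show basal keratins, but only 4 of the 13 had more Krt14 and Krt5 than Krt8 and Krt18 UMIs. As 2 of these 4 lay in basal-like clusters, it was 2 of the 11 cells outside them. Among the 14 basal-like cells of Fgfr2 KO, 1 was GFP-high. Lack of depth would not hide the mark in the other 13: at the median GFP rate of the GFP-high cells, 13 of 13 were expected to have at least 10 GFP UMIs, and at the lowest rate 6 of 13, while their highest count was 3. A reporter that was not recombined could explain this, but Tdtomato in these cells was 2.07 times the level of CD45-positive and immune-like cells (0.831 to 4.53), so it cannot be told apart from background at 8 UMIs. GFP in the same cells was 65.0 CPM (33.6 to 114), above 10.5 CPM (6.21 to 16.6) in CD45-positive and immune-like cells. Luminal-like cells of Fgfr2 KO that were not GFP-high had 52.9 CPM as well (19.4 to 115). This low GFP therefore does not decide whether the reporter was recombined. A move of recombined basal cells toward a luminal identity, of which the study speaks, luminal cells that met the virus, and basal-like cells that came from the luminal donors also stay open and were not tested.

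Tdtomato was present at 39.1 CPM (33.6 to 45.3) in basal-like, luminal-like and unnamed cells that were not GFP-high, above the 21.0 CPM (14.7 to 29.0) of CD45-positive and immune-like cells. Without a filter, 64 of the 73 CD45-positive Ctrl cells and 19 of the 23 in Fgfr2 KO fell in immune-like clusters, so most but not all are taken as host cells. The higher level is above free RNA alone if free RNA gives all types a like level per UMI. That premise was not tested, and the depth of the cells differed, with medians of 18327.5 and 9721 UMIs. The design gives Tdtomato to the luminal donor cells, so its presence in their progeny needs no other explanation. In Ctrl, with the GFP-high cells included, basal-like cells had about as much (37.3 CPM, 25.5 to 52.6) as luminal-like cells (37.1 CPM, 26.8 to 50). The reason for the level in basal-like cells was not tested here.

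Genes of the stress list moved in opposite directions in the 2 cell types; the difference between the types was not itself tested. Junb was at 0.19 on the log2 scale in basal-like and -0.69 in luminal-like cells, Atf3 at 0.93 and -0.59, Ier3 at 0.27 and -1.36, Dusp1 at 0.48 and -0.39, and Hsp90aa1 at 0.39 and -0.40. Handling stress, which raises immediate early and heat shock genes together, may account for the basal-like values, since 14 of 14 genes were higher in Fgfr2 KO there. In luminal-like cells 6 of 14 were higher, and the list's median (-0.24) had the same sign in 7 of 14 alternatives, with 0.57 under the keratin rule, so the luminal direction rests on which cells were counted. The luminal-like class had 8 Fgfr2 KO cells, and the stress genes had not been left out of the clustering. An effect of the genotype stays open and was not tested.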

How the results depend on the processing

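All alternatives were chosen before the data were examined; those for the named genes and for the stress and interferon lists were run on genes chosen later. Among the values that answer a comparison, 203 were labelled the same, 42 moved and 9 reversed. For a value with a counting interval, the same means within it and moved means beyond it. Reversed means that the interval had excluded no change and the sign changed. The cells per library and the numbers of shared named genes had no interval but are part of the counts of same and moved. Among the other values the counts were 461, 93 and 6. A change of sign in a value that its interval did not separate from no change is not counted as reversed: 19 of the 203, and 32 of the 461 and 12 of the 93, had the other sign. The cause was not tested unless one is given. No paired analysis was possible because each group had 1 library.

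Fgfr2 in basal-like cells, Inhba, Lsr and Tnf in luminal-like cells and the interferon medians in both types kept their direction in all 14 alternatives. Cxcl9 also kept its direction, but in luminal-like cells its difference shrank to -0.39 without a Ptprc filter and to -0.74 with cells filtered on genes and mitochondrial UMIs, and in basal-like cells to -1.35 under the keratin rule. Bmp7 in basal-like cells kept it in 10 of 14, always inside its interval. The FGF medians kept it in 11 of 14 in basal-like and 6 of 14 in luminal-like cells. The cell cycle median in basal-like cells left its interval in 7 of 14.

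With immune-like clusters removed in place of the Ptprc filter, basal-like shares rose to 42.0% in Ctrl and 34.6% in Fgfr2 KO and luminal-like shares to 44.1% and 30.8%. The BMP median in basal-like cells became -0.85, and the basal over luminal ratios became -0.31 (Bmp7, Ctrl), 0.83 (Inhba, Ctrl) and -0.28 (Inhba, Fgfr2 KO). With no immune filter these 4 values were the same, -0.85, -0.31, 0.83 and -0.28, since the same clusters were named. The first 2 ratios reversed. Clusters named there took in unnamed cells of the main setting: 27 Ctrl cells as basal-like and 30 as luminal-like. Slpi, given without values, also changed direction in luminal-like cells under the 3 other immune filters.

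With cells of at least 2 Ptprc UMIs removed, the cell cycle median in luminal-like cells moved to -0.21. CD45-positive shares by 2 Ptprc UMIs were 14.2% in Ctrl and 12.8% in Fgfr2 KO, a stricter definition by construction, and immune-like clusters gave 39.5% in Fgfr2 KO.

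At Leiden resolution 0.5, the Ctrl basal-like share became 41.0%, Inhba in luminal-like cells -4.40, the cell cycle median in basal-like cells 0.093 (reversed), and the basal over luminal ratios -1.77 (Fgfr2, Ctrl), -0.36 (Inhba, Ctrl) and 2.32 (Inhba, Fgfr2 KO, reversed). At resolution 2.0, the Ctrl basal-like share became 48.2%, the BMP median in basal-like cells -0.98, and basal over luminal Inhba -0.55 in Ctrl and -0.77 in Fgfr2 KO.

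With 2 branches, basal-like shares became 77.9% in Ctrl and 82.5% in Fgfr2 KO, because all 27 immune-like and 94 of 100 unnamed cells fell in the basal branch. The cell cycle median in luminal-like cells (0.36), the BMP median in basal-like cells (0.030) and Id2 in basal-like cells (0.68) reversed. The basal over luminal ratios moved to -2.07 (Fgfr2, Ctrl), -0.61 (Inhba, Ctrl) and 0.35 (Bmp7, Fgfr2 KO).

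Under the keratin rule, basal-like shares were 34.9% in both libraries and luminal-like shares 60.0% in Ctrl and 49.2% in Fgfr2 KO. The cell cycle median in luminal-like cells (0.14), Id2 in basal-like (1.07) and luminal-like cells (0.053) and Stmn2 in luminal-like cells (0.77) reversed. The BMP medians moved to -0.49 (basal-like) and -0.17 (luminal-like), and the Ctrl basal over luminal ratios to -0.31 (Fgfr2) and 2.17 (Bmp7).

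With cells of at least 500 genes and under 10% mitochondrial UMIs, luminal-like shares became 36.7% in Ctrl and 41.8% in Fgfr2 KO. The cell cycle median in luminal-like cells moved to -0.12 and basal over luminal Inhba in Fgfr2 KO to -1.15, while the BMP median (0.28) and Id2 (0.90) in luminal-like cells reversed. With thinned cells, the cell cycle median in luminal-like cells was -0.63, and the BMP medians were -0.93 in basal-like and -0.14 in luminal-like cells. With no filter on UMIs, 6 of the 10 named genes were shared with the main setting in each type.

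Depth limits all values from Fgfr2 KO: the 14 basal-like cells had 190088 UMIs and the 8 luminal-like cells 210163, so that 3 counts equal 15.8 and 14.3 CPM.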

Other observations

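Of the tests in this part, the level of immune markers in Ctrl luminal-like cells, the CD45-positive cells in immune-like clusters or without the deepest cell, the measure of Tnf per UMI, Tnf in each library, the levels without the top cells and the count of GFP-high basal-like cells were chosen only after the results were seen; the stress list was chosen after Jun and the interferon list after the named genes.

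After the CD45 filter used here, 195 cells remained in the Ctrl and 63 in the Fgfr2 KO library. Both are higher than the values quoted from the study above. The filter was the same only as far as it was stated, and the study also named quality control without thresholds. With at least 500 genes and under 10% mitochondrial UMIs, 188 and 55 cells remained. An immune-like cluster also remained after the CD45 filter. Ptprc transcripts missed by chance at the depth of these cells may account for that cluster: of 114 immune-like cells found without a filter, 31 had no Ptprc UMI, and 31.3 were expected from a Poisson count at their mean Ptprc rate.

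Tnf UMIs remained after the filter. Immune cells without a Ptprc UMI were tested as their source first by the share of Tnf UMIs in the immune-like cluster, which was 18.5%, and then by level. The cluster did have the highest level, 401 CPM (318 to 499). However, over both libraries luminal-like cells reached 166 CPM (145 to 189) and basal-like cells 26.7 CPM (17.7 to 38.6). This rested on Ctrl, where luminal-like cells had 191 CPM (166 to 217), basal-like cells 22.1 CPM (13.3 to 34.6), and the immune-like cluster 11.1% of 368 Tnf UMIs. So in Ctrl immune cells missed by the filter were not the whole source. Free RNA would not give a level that differs between types either, if its level per UMI is alike in all types, which was not tested. In Fgfr2 KO the immune-like cluster held 60.9% of 64 Tnf UMIs, and luminal-like (28.5 CPM, 10.5 to 62.1) and basal-like cells (47.3 CPM, 21.6 to 89.9) were not separable, so neither source is excluded there.

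The lower cell cycle genes in luminal-like cells of Fgfr2 KO may come from cycling cells with luminal keratins that were left outside the luminal-like clusters. This was examined in CD45-negative cells with more Krt8 and Krt18 than Krt14 and Krt5 UMIs, outside the immune-like and fibroblast-like clusters. The summed genes were higher in Fgfr2 KO there, with a log2 ratio of 0.13 (0.06 to 0.20). Their median share per cell was lower, 0.128% against 0.148% of UMIs. With those clusters included, the ratio was 0.07 (-4.6e-06 to 0.13), not separable from no change. Other groupings were lower in Fgfr2 KO: basal-like, luminal-like and unnamed cells together (-0.15, -0.21 to -0.09) and cells with basal keratins (-0.79, -0.91 to -0.66). A difference in proliferation between the groups was therefore not shown, nor was it excluded.

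The lower Inhba in luminal-like cells of Fgfr2 KO could reflect a different mix of the luminal-like clusters. At the same mix the log2 ratio was -0.81, against -1.05 before, and with 13 Fgfr2 KO UMIs the part of the mix in the pooled decrease cannot be told. The mix does not enter the ratios within clusters, -4.10 in cluster 2 and 2.94 in cluster 8, which went opposite ways. For Bmp7, basal-like cells that kept Fgfr2 could hide a decrease: 1 of the 14 Fgfr2 KO basal-like cells was GFP-high. In the GFP-high cells of both libraries Fgfr2 had 7 UMIs in Fgfr2 KO and 4 in Ctrl, a log2 ratio of -1.27 (-3.24 to 0.95), so deletion cannot be read from them.

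Jun was higher in basal-like cells of Fgfr2 KO. Handling stress, which raises immediate early and heat shock genes together, may be a cause: 14 of 14 genes of the stress list were higher there (median 0.68, 0.55 to 0.83), and so were 12 of 14 in CD45-positive cells (0.92, 0.72 to 1.07). Among CD45-positive cells in immune-like clusters it was 12 of 14 as well (0.63, 0.46 to 0.86). Jun as a BMP target is then hard to read. A response of host and graft to the mutant cells stays open and was not tested.

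Interferon-induced genes were lower in Fgfr2 KO, with a median of -1.44 in basal-like cells (-1.79 to -1.03) and -1.01 in luminal-like cells (-1.44 to -0.86) over 21 of 22 listed genes each. The log2 ratio of their summed UMIs was smaller, -0.48 in basal-like cells (-0.54 to -0.42) and -0.87 in luminal-like cells (-0.94 to -0.80). A difference of the whole graft, host cells included, was tested first in all CD45-positive cells, as planned before its result. Their median was -0.53 (-0.81 to -0.14), which went with that explanation, although the summed UMIs went the other way (0.10, 0.05 to 0.15). Without the deepest cell of each library, which in Fgfr2 KO held 83994 of the 271402 CD45-positive UMIs, the median was -0.17 (-0.50 to 0.13). In a second test, chosen after these results, only CD45-positive cells in immune-like clusters were kept (19 in Fgfr2 KO, 64 in Ctrl). There the median was 0.28 (0.16 to 0.57), with 18 genes higher in Fgfr2 KO and 3 lower, so these immune-like cells did not share the decrease. More free RNA of immune cells in the Ctrl library was tested in 2 ways. The first test, planned before its result, went with this explanation: immune marker genes in luminal-like cells had a median of -0.86 (-1.47 to -0.34), about as low as the interferon genes. The second, chosen after that result, did not: immune markers in Ctrl luminal-like cells reached 2.51% of their level in CD45-positive cells (2.31 to 2.72%), while the summed interferon-induced genes reached 103% (101 to 105%). Without the top cell on each side these were 2.52% and 103%. Cxcl9 reached 105% and Ubd 176%, but 1 CD45-positive cell held 213 of 251 Cxcl9 UMIs and 1 held 155 of 307 Ubd UMIs; without the top cells they were 402% (280 to 592%) and 262% (216 to 319%). More free RNA in Ctrl may thus account for the immune markers, but not for the level of the interferon-induced genes. An effect of the genotype, or a difference in interferon exposure of the epithelium between the single grafts, stays open and was not tested. Of the 22 genes, which are expressed by many cell types, none was on the list of immune markers. They had not been left out of the clustering, so the classes compared can partly rest on them.

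Rpl36-ps3 was higher by about as much in basal-like (2.06) and luminal-like cells (2.09) of Fgfr2 KO. A sequence difference between the donor mice, which moves reads between Rpl36 and its copies, would spare host cells, yet CD45-positive cells had 2.54 (2.18 to 2.91), and those in immune-like clusters 2.26 (1.71 to 2.80). AY036118 behaved alike, at 1.49, 1.78 and 1.62. A library-wide technical difference stays open and was not tested further.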
